A study of Mus musculus with 4 samples. Its data were reported in "Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF" (2024).

How the data were processed

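Poly(A) RNA of mouse embryonic stem cells (ESCs) of a 129S6/SvEvTac line was sequenced in 4 libraries, 2 from wild-type (WT) cells and 2 from cells in which Snf2l had been knocked out. Snf2l is the gene Smarca1, which codes for SNF2L, an ATPase of the ISWI family of chromatin remodelers. The labels describe the libraries as duplicates that were processed as 1 batch. As described in the study's methods, a mutant line of this kind is a clone obtained by Cas9 editing, and the labels give no second clone, so genotype and clone coincide.

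The authors deposited 1 table of read counts per gene, in which each library has its own column. They had aligned the reads to the mm10 genome with QuasR, using spliced alignment by HISAT2, and had counted reads over the UCSC Known Genes annotation, with 1 row for each Entrez gene. The deposited counts are whole numbers and are not normalized. Neither the labels nor the methods state whether counting used the strand of the reads. The same table gives a length in bp for each gene. Of 24594 genes in the table, 24570 (99.9%) were matched by Entrez identifier to a symbol, biotype and position in the RefSeq annotation of GRCm38, the assembly that mm10 represents. These genes hold 99.9% of all counts. All positions are given in this build, counted from 1.

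Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filter was edgeR's filterByExpr with its defaults (minimum count 10), library sizes were scaled with TMM factors, and dispersions were estimated with estimateDisp. Genes were tested with glmQLFit and glmQLFTest in their legacy form, which is the behaviour of the earlier edgeR release named by the authors. The model had genotype as its only term, all 4 libraries entered the fit, and all tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the 13840 genes tested. The TMM scaling is an assumption, because the methods name no normalization. A differentially expressed gene (DEG) had an adjusted p-value under 0.01 and an absolute log2 fold change over 1, which is the threshold the study used. Standard errors (SE) of log2 fold changes were obtained from the fold change and the quasi-likelihood F statistic. CPM values were computed by edgeR from the TMM-scaled library sizes, and SD is given over the 2 libraries of a genotype. A group whose libraries all had 3 counts or fewer was taken as being at the floor, and a fold change against it was computed against 3 counts and is a lower bound. Intervals and floors cover counting error only, because reads made by PCR are not independent molecules.

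For each of the 6 pairs of libraries the number of genes with over 2-fold difference in CPM was counted, with a prior count of 2. Medians of the log2 fold change were taken for each of 21 chromosomes relative to the median of all tested genes. They were compared with 10000 random assignments of genes to chromosomes, and the p-values were adjusted over the chromosomes. Genes are not replicates, so this p-value describes these libraries. The 5 tested genes on either side of Smarca1 were examined for effects on neighbouring genes. The 8 lists of genes were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it, and p-values were adjusted over the 8 lists. The lists held ISWI genes, pluripotency genes, primed and lineage genes, CTCF and cohesin genes, p53 target genes, imprinted genes, genes of 2-cell-like cells and Y-linked genes. A further 2 lists, of genes induced by hypoxia and of fibroblast genes, were written after the DEGs had been seen. Of the 20 symbols of 2-cell-like genes, 4 were not matched.

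The genes named in the text follow a rule. These are Smarca1 and Smarca5, the members of the 8 lists that were DEGs, and the 5 DEGs with the largest rise and the 5 with the largest fall. For the last group, both knockout libraries had to lie on the same side of both WT libraries, with a mean of at least 20 counts in the higher genotype. Any other gene named is said to have been chosen after its values were seen. The groups, tests, thresholds, 8 lists, naming rule and most alternatives were chosen before the data were examined.

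The procedure was tested on simulated data drawn from the means and library sizes of the real libraries. With 200 genes changed, 196 of them were among the 13809 genes tested, and 98.0% of these were recovered with 0 false calls. All changed genes were set beyond the 2-fold threshold, and counts were drawn with a dispersion that depended on expression alone. The simulation therefore does not speak for changes near the threshold, or for differences between replicates related to gene length. With no gene changed, 0 of 13818 genes were called. With a simulated shift of -0.58 of the chromosome 8 genes, the recovered median was -0.59 over 732 genes. In that simulation 2 other chromosomes also passed an adjusted permutation p-value of 0.05.

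Alternatives were RLE, upper-quartile and library-size scaling, DESeq2 1.42.0, 2 other filters, the replicate number as a block, the quasi-likelihood fit of edgeR 4, robust estimation, other thresholds, glmTreat against a 2-fold change, and each library left out in turn. Alternatives that set chromosome 8 or Y apart, or Smarca1 apart from its list, were chosen after seeing the data. GC content was computed for each gene from the GENCODE transcripts of the same build, and 96.0% of the tested genes had a value. Tables were handled in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Alleles, DNA copy number and chromatin accessibility were not analysed here.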

Results

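To describe the transcriptional consequence of losing SNF2L in mouse ESCs, poly(A) RNA-seq libraries from WT and Snf2l knockout cells were compared, with 2 libraries of each genotype. SNF2L (gene Smarca1) and SNF2H (gene Smarca5) are the alternative ATPases of the ISWI remodeling complexes. The WT libraries held 13771642 and 15353956 counts, and the knockout libraries held 15608803 and 15290806 counts. Between 17222 and 17422 genes had at least 1 count in a library. The 10 most abundant genes took between 4.07% and 4.26% of the counts of each library. TMM factors lay between 0.989 and 1.01.

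The targeted gene was examined first. Smarca1 (Entrez gene 93761, chromosome X, 47809370 to 47892613) had 620 and 626 counts in the WT libraries and 37 and 31 counts in the knockout libraries. Its level fell from 43.2 ± 3.33 CPM to 2.19 ± 0.241 CPM (SD, n = 2 each), which left 5.06% of the WT level. The log2 fold change was -4.30 (SE 0.159, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 2.65e-10), and both knockout libraries lay below both WT libraries. The labels of all 4 libraries therefore matched the level of the targeted transcript. Under every alternative scaling, filter and tool the log2 fold change stayed between -4.30 and -4.27, and leaving out knockout replicate 1 moved it most, to -4.41.

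Whether the deletion reached beyond the gene was examined in the 5 tested genes on either side of Smarca1. Among these 10 neighbours, 0 had an adjusted p-value under 0.05 and 2 had an unadjusted p-value under 0.05 in edgeR. Their log2 fold changes ranged from -0.34 to -0.04, and the smallest adjusted p-value was 0.145, for a gene that was lower in both knockout libraries. Genes further along the chromosome were not examined as neighbours, and some changed. Of genes chosen after their values were seen, Zfp280c (start 48541626) was at -0.61 (edgeR adjusted p = 1.91e-03). Usp26 (start 51752667) was at -3.05 (edgeR adjusted p = 1.13e-06), and Rbmx (start 57383348) was higher, at 1.13 (edgeR adjusted p = 8.79e-05). The 10 neighbours therefore do not speak for the wider region.

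The study describes SNF2H as the more highly expressed of the ATPases in ESCs, and the transcripts of both were compared within the WT libraries. In the WT libraries Smarca5 had 6775 and 7020 counts. Per kb of gene length (7777 bp for Smarca5 and 6118 bp for Smarca1), the level of Smarca5 was 8.71 ± 0.159 times that of Smarca1 (SD, n = 2). Without the correction for length the ratio of counts was 11.1 ± 0.203. No test of this ratio was run on the 2 libraries, but the ratios in the WT libraries, 8.60 and 8.82, were close to each other.

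To see whether the remaining ATPase responds to the loss of SNF2L, Smarca5 (Entrez gene 93762, chromosome 8, 80699943 to 80739459) was compared between genotypes. It had 4816 and 4745 counts in the knockout libraries. Its level was 478 ± 28.1 CPM in WT and 308 ± 1.28 CPM in the knockout (SD, n = 2 each). This is a log2 fold change of -0.63 (SE 0.085, edgeR adjusted p = 2.92e-04), lower in both knockout libraries and larger than the spread between replicates. Smarca5 lies on chromosome 8, on which 93.8% of the tested genes were lower in the knockout than the median gene. When the median shift of chromosome 8 was removed, an alternative chosen after seeing the data, the log2 fold change of Smarca5 was -0.13 and its adjusted p-value in edgeR was 0.449. The largest edgeR adjusted p-value of Smarca5 under the other alternatives was 1.15e-03.

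**Figure D1:**
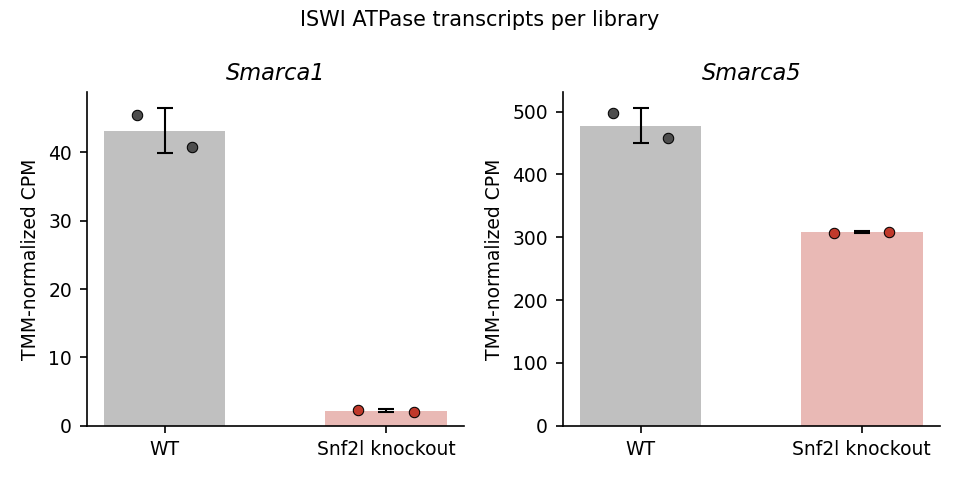
TMM-normalized CPM of Smarca1 and Smarca5 in WT and Snf2l knockout ESCs. Points are the 2 libraries of each genotype, bars are their means and error bars are SD, with Smarca1 falling from 43.2 to 2.19 CPM and Smarca5 from 478 to 308 CPM.

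Next, the differences between genotypes were set beside those between replicates. Among the 13840 genes tested, 142 differed over 2-fold between the WT libraries and 112 between the knockout libraries. In the 4 pairs of a WT and a knockout library, between 384 and 489 genes differed over 2-fold. The filter moved these counts most. With at least 10 counts required in every library the mean was 31.5 genes within genotypes and 233 between genotypes. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 5.17 for the WT pair and 7.35 for the knockout pair, so that no library was a copy of another. The common biological coefficient of variation was 7.45%.

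At the threshold of the study, 137 genes were DEGs in the knockout, of which 79 were higher and 58 were lower. This is 0.990% of the genes tested, and 132 of the DEGs were protein-coding. The median absolute log2 fold change of the DEGs was 1.36. At an adjusted p-value under 0.05 without a threshold on the fold change, 1274 genes differed (553 higher and 721 lower), and 1053 of these changed less than 2-fold. The number of DEGs depended on the demand on the fold change, since 663 genes had an adjusted p-value under 0.01 at any fold change. DESeq2 called 82 DEGs, all of which were among the 137, and a test against a 2-fold change with glmTreat called 17. With any 1 library left out, between 124 and 129 of the 137 DEGs kept their direction and a change over 2-fold.

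**Figure D2:**
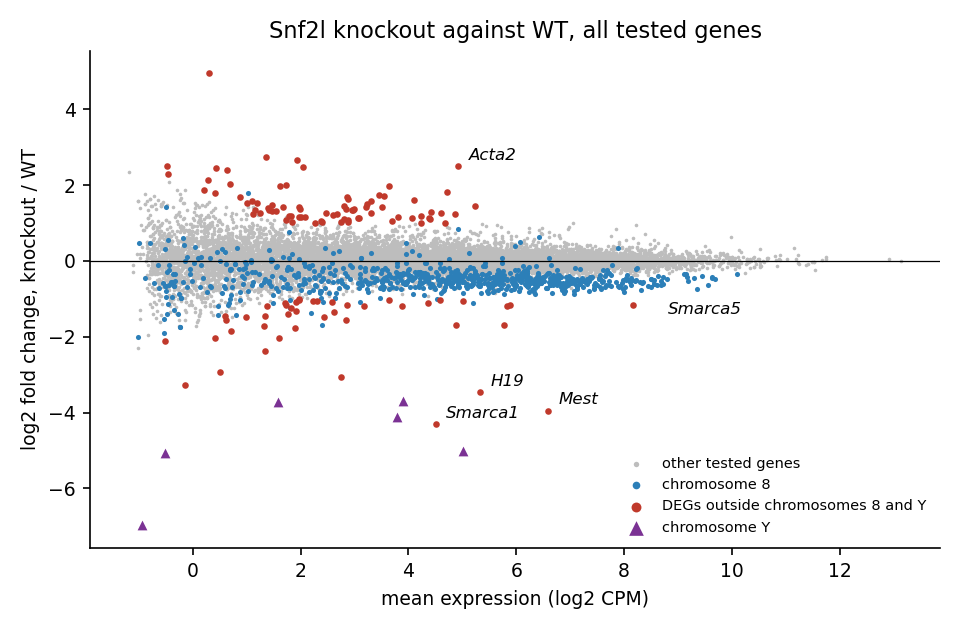
Log2 fold change of each tested gene in the knockout against WT over its mean expression in log2 CPM, with chromosome 8 genes in blue, Y-linked genes as triangles and other DEGs in red. Of the 137 DEGs, 122 lie outside chromosomes 8 and Y, and genes with 3 counts or fewer in every library of 1 genotype are drawn at their fitted value, which is no bound.

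The changed genes were not spread evenly over the genome. Chromosome 8 carried 754 of the tested genes (5.45%) but 453 of the 721 genes that were lower at an adjusted p-value under 0.05 (62.8%). Only 7 chromosome 8 genes were higher at this threshold. Chromosome 8 contributed 9 DEGs (1 higher and 8 lower) and chromosome Y contributed 6, all lower. Outside these chromosomes lay 122 of the DEGs, 78 higher and 44 lower. At an adjusted p-value under 0.05, 808 genes lay outside them, 546 higher and 262 lower. The adjustment still covered all genes tested, including those of chromosome 8, so neither count comes from a new test without these chromosomes. Removing the chromosome 8 shift instead gave 662 genes with an adjusted p-value under 0.05, of which 67.2% were higher, against 43.4% with the shift in place.

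Because a knockout line grown from a single cell can differ in its chromosomes, the median log2 fold change was compared between chromosomes. The chromosome 8 median was -0.51, with an adjusted p-value of 0.0003 in the permutation test, which rests on 0.0001, the smallest p-value that 10000 draws can give. The shift was present in each of the 4 pairs of a WT and a knockout library, from -0.51 to -0.47. It was 0.024 between the WT libraries and 0.013 between the knockout libraries. All 13 windows of 10 Mb along chromosome 8 had a median between -0.61 and -0.43, whereas the lowest of 254 windows on the other autosomes and chromosome X was -0.23. The other chromosomes, Y aside, had medians between -0.09 (chromosome 11) and 0.090 (chromosome 1). Of these, 10 passed an adjusted p-value of 0.05, with shifts that are small beside that of chromosome 8. With chromosomes 8 and Y left out, an alternative chosen after seeing the data, 13 passed, and the chromosome 11 median was -0.10. Between replicates of a genotype, chromosome medians ranged from -0.054 to 0.041.

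**Figure D3:**
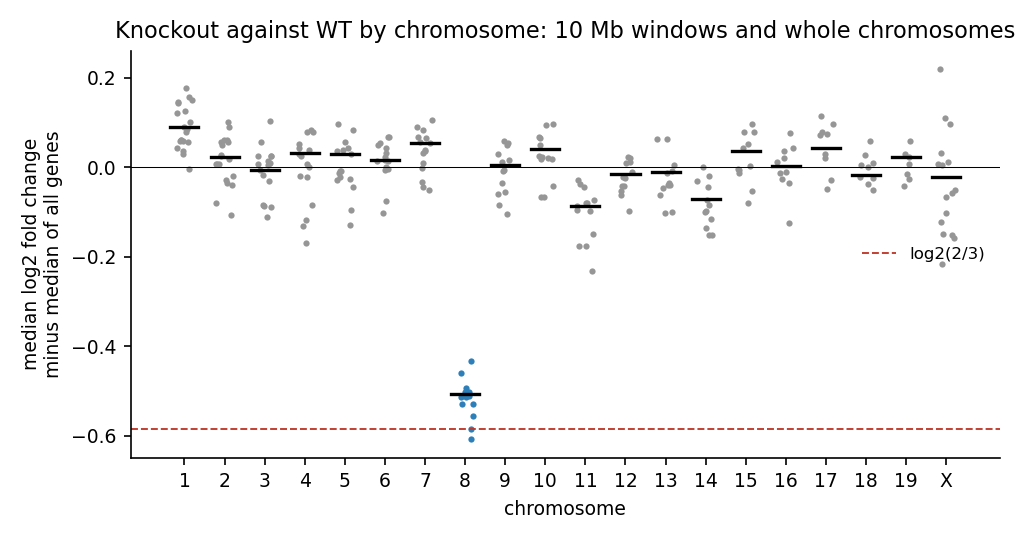
Median log2 fold change in the knockout against WT, relative to the median of all tested genes, for 10 Mb windows (points) and whole chromosomes (lines). The 13 windows of chromosome 8 lie between -0.61 and -0.43, apart from the 254 windows of the other chromosomes, and the dashed line marks log2(2/3), which is -0.58.

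**Figure D4:**
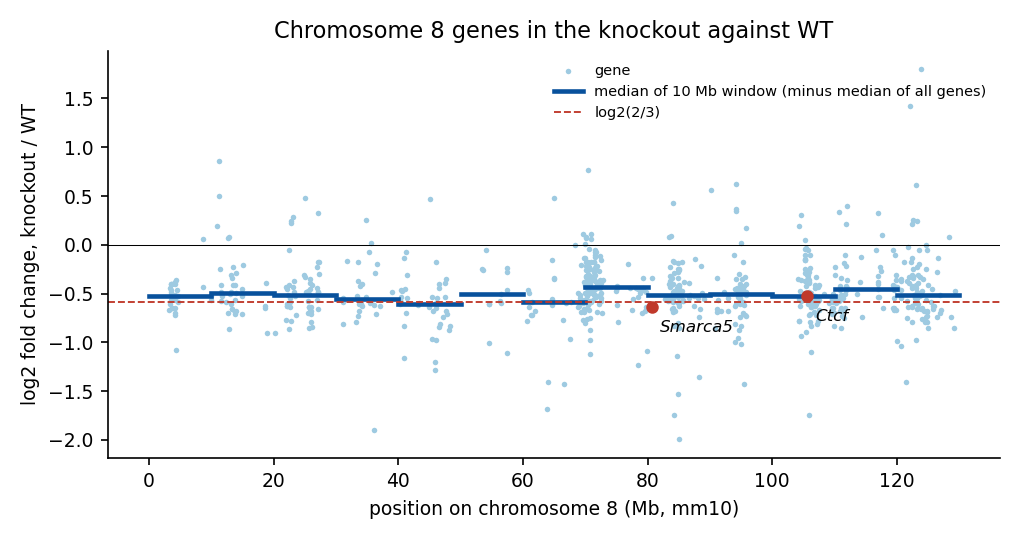
Log2 fold change of each tested chromosome 8 gene over its start position in Mb (mm10), with the medians of 10 Mb windows as thick lines and Smarca5 and Ctcf in red. The medians stay between -0.61 and -0.43 along the whole chromosome.

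On chromosome Y, 6 genes were tested and all 6 were DEGs and lower in both knockout libraries. Eif2s3y (Entrez gene 26908, 1010562 to 1049134) fell from 62.6 ± 3.01 to 1.94 ± 0.575 CPM (SD, n = 2 each), with counts of 823 and 992 in WT and 24 and 36 in the knockout. Its log2 fold change was -5.01 (SE 0.165, edgeR adjusted p = 1.02e-10). The log2 fold changes of Uty, Uba1y and Ddx3y were -4.12, -3.71 and -3.69. Kdm5d and Zfy1 were at the floor in the knockout and were at least 7.10-fold and at least 5.36-fold lower. The fitted median of the Y-linked list was -4.57, and it was -3.70 with these 2 genes at their bound. Its camera adjusted p-value was 5.05e-74. These genes have X-linked counterparts of similar sequence, so the assignment of some of their reads is uncertain.

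The largest falls among all DEGs, besides Smarca1 and Y-linked genes, included Mest (Entrez gene 17294, chromosome 6, 30733506 to 30748466). It fell from 181 ± 6.78 to 11.8 ± 1.04 CPM (SD, n = 2 each), a log2 fold change of -3.95 (SE 0.113, edgeR adjusted p = 2.57e-11), lower in both knockout libraries. The largest rise was that of Tnc, which had 0 and 2 counts in WT and 43 and 31 counts in the knockout, and was at least 11.4-fold higher. Prss23, Csf1, Acta2 and Pmp22 followed, with log2 fold changes of 2.75 (SE 0.285), 2.66 (SE 0.248), 2.51 (SE 0.119) and 2.49 (SE 0.228). Of these, only Acta2 (Entrez gene 11475, chromosome 19, 34240336 to 34255585) was expressed above 10 CPM in a genotype, with 9.04 ± 0.318 CPM in WT and 51.6 ± 1.44 CPM in the knockout (SD, n = 2 each). Each was higher in both knockout libraries, and the largest edgeR adjusted p-value among them and Tnc was 1.62e-04.

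Whether the loss of SNF2L moved genes related to ISWI function was examined with lists of genes. Of the 15 ISWI genes tested, 3 had an adjusted p-value under 0.05, both over all genes tested and adjusted over the list alone. These were Smarca1, Smarca5 and, chosen after its values were seen, Hmgxb4 (-0.48), which also lies on chromosome 8. The list as a whole was lower, with a camera adjusted p-value of 7.72e-05 and 8 of 15 genes lower, but with Smarca1 left out this value was 0.228, with 7 of 14 genes lower. Among the 16 CTCF and cohesin genes, 11 were lower and the camera adjusted p-value was 0.0896. The 2 members with an adjusted p-value under 0.05, over all genes and adjusted over the list alone, were chosen after their values were seen. They are Ctcf (-0.53, SE 0.084, edgeR adjusted p = 1.03e-03) and Mau2 (-0.66, SE 0.097, edgeR adjusted p = 5.94e-04), both lower in both knockout libraries. Both lie on chromosome 8, and with the chromosome 8 shift removed the log2 fold change of Ctcf was -0.02 and its edgeR adjusted p-value 0.931.

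The state of the cells was examined with the lists of pluripotency and lineage genes. The list of 20 pluripotency genes did not move as a whole (camera adjusted p = 0.347, median log2 fold change 0.064, 14 of 20 higher). It held 0 DEGs, 4 genes with an adjusted p-value under 0.05, or 7 adjusted over the list alone, and 8 genes with an unadjusted p-value under 0.05. The list of primed and lineage genes had 16 genes tested, of which 12 were higher, with a median log2 fold change of 0.24 and a camera adjusted p-value of 0.347. Of these, 8 had an adjusted p-value under 0.05, or 9 adjusted over the list alone. Its 3 DEGs were Pdgfra, higher by 1.33 (SE 0.256), and Pax6 and Nes, at -1.18 (SE 0.134) and -1.06 (SE 0.109) on the log2 scale. Among 17 p53 target genes tested, 16 were higher by small amounts (median log2 fold change 0.071, camera adjusted p = 0.0963). Of these, 0 had an adjusted p-value under 0.05 over all genes or adjusted over the list alone, and 3 had an unadjusted p-value under 0.05.

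Imprinted genes, which are expressed from 1 parental allele, were the list with the largest number of DEGs beside the Y-linked genes. Of 34 tested, 6 were DEGs and 14 had an adjusted p-value under 0.05, or 17 adjusted over the list alone. The list went both ways, with 17 genes higher and 17 lower, and its camera adjusted p-value for a fall was 2.49e-04. H19 (Entrez gene 14955, chromosome 7, 142575530 to 142578146) fell from 73.3 ± 0.602 to 6.66 ± 0.585 CPM, while its neighbour Igf2 (Entrez gene 16002, 142650768 to 142666816) rose from 11.5 ± 0.553 to 40.9 ± 4.64 CPM (SD, n = 2 each). Their log2 fold changes were -3.46 (SE 0.122, edgeR adjusted p = 1.88e-10) and 1.83 (SE 0.127, edgeR adjusted p = 9.20e-07), each shared by both knockout libraries. Further along the same chromosome, Cdkn1c, Slc22a18 and Phlda2 were at -1.69 (SE 0.125), -1.55 (SE 0.317) and -1.68 (SE 0.120). The remaining DEG of this list is Mest. Copg2, which overlaps Mest and was chosen after its values were seen, was at -0.71, and its reads cannot be separated from those of Mest where counting ignores strand.

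Genes of 2-cell-like cells, a rare state of ESC cultures, were lower in the knockout. All 8 members tested had negative log2 fold changes, with a median of -1.37 and a camera adjusted p-value of 3.39e-08. Of these, 6 had an adjusted p-value under 0.05, or 7 adjusted over the list alone. All 8 are copies of the Zscan4 or Usp17l families on chromosome 7, and no other gene of the list was tested. At an inter-gene correlation of 0.01 camera took the copies as nearly independent, so its p-value overstates the evidence. The 4 DEGs were Usp17lb (-2.04), Usp17le (-1.84), Zscan4d (-1.05) and Zscan4a (-1.02), the last of which is annotated as a transcribed pseudogene. Each had 104 counts or fewer in every library. Members of these families are near-identical, so the values of single copies are uncertain. Of the camera calls, those for the Y-linked, 2-cell-like and imprinted lists held under fry, and only that for the Y-linked list held under an estimated correlation.

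**Figure D5:**
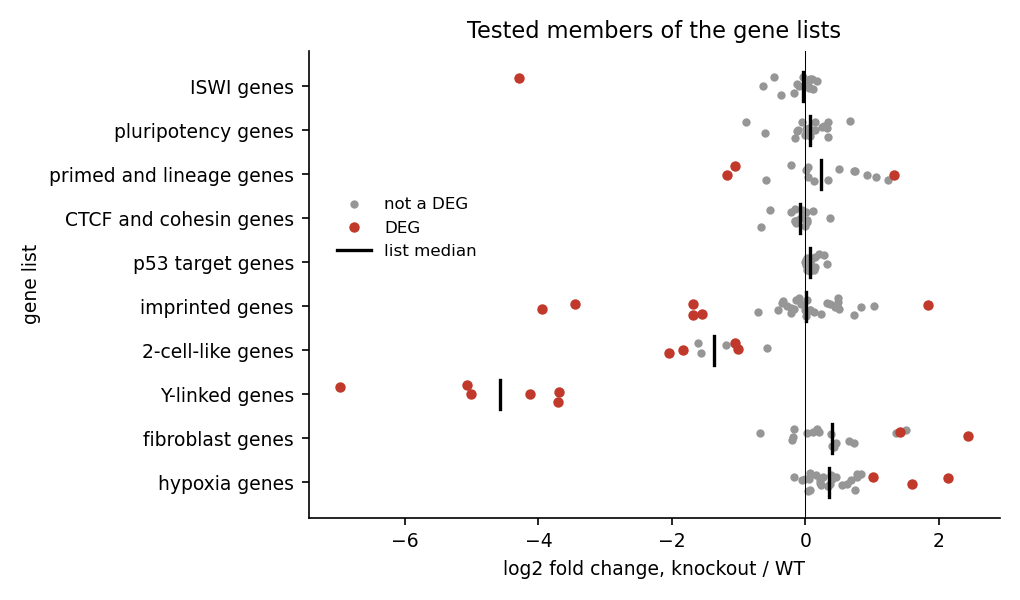
Log2 fold change in the knockout against WT of the tested members of 10 gene lists, with DEGs in red and list medians as vertical lines. The fibroblast and hypoxia lists were written after the DEGs had been seen, and Zfy1 and Kdm5d in the Y-linked list are drawn at their fitted values.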

Values the study reported

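For the transcriptomes of ESC lines that each lacked an ISWI accessory subunit, the study reported 148 misregulated genes without Tip5, 245 without Cecr2, 339 without Acf1 and 449 without Rsf1. It reported 1,226 misregulated genes without Wstf and 1,836 without Bptf. For the loss of SNF2L, the text describes the transcriptional change as negligible and states no count of genes. It also states that SNF2H was expressed considerably more highly than SNF2L in these cells, again without a number.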

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

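The alternatives that treat chromosomes 8 and Y, or Smarca1 within its list, separately were chosen only after the results were seen. The fall of Smarca1, the direction of Smarca5 and the chromosome 8 and Y shifts held under every alternative computed for them. For the neighbours of Smarca1 the only alternative computed was the filter of at least 1 count in place of filterByExpr. Under it 0 neighbours had an adjusted p-value under 0.05, and they were not examined with the replicate number as a block. For the 24 named genes besides Smarca1 and Smarca5, 305 alternative values were computed, of which 0 changed direction and 11 were weaker, 8 of these under DESeq2. A further 25 moved by more than the spread between replicates when 1 library was left out.

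The number of DEGs was 137 and lay between 118 and 145 under the other scalings and filters, robust estimation, the edgeR 4 fit and both alternatives that set chromosome 8 apart. It was 82 with DESeq2, which left 6128 genes without an adjusted p-value by its own filtering. It was 221 at an adjusted p-value under 0.05 with a 2-fold change, 663 at an adjusted p-value under 0.01 with no demand on the fold change, and 17 with glmTreat. The number of genes with an adjusted p-value under 0.05 was 1274 and fell to 751 with DESeq2. It was 808 with the genes of chromosomes 8 and Y left out of the count, without a new adjustment, and 662 with the chromosome 8 shift removed. By the construction of these alternatives the loss consists mainly of chromosome 8 genes. The removal also raised the share of higher genes from 43.4% to 67.2%, whereas upper-quartile scaling moved it to 49.9%.

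With the replicate number as a block, 223 DEGs and 3471 genes with an adjusted p-value under 0.05 were called, including all 137 and all 1274 of the fit without it. Deviations of same-numbered libraries correlated at 0.196 across genes, but 2 pairs do not establish that the numbers pair the samples. The blocked fit had 1 residual degree of freedom, and its estimate of the spread was shared completely between genes. Under the block the CTCF and cohesin list reached a camera adjusted p-value of 0.0255.

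Removing the shift of chromosome 8 left Smarca5 at -0.13. Across the 4 fits that each left out 1 library, Smarca5 ranged from -0.69 to -0.57, the chromosome 8 median from -0.51 to -0.49 and the chromosome Y median from -4.48 to -4.25. The Smarca5 to Smarca1 ratio was 11.1 without gene length. With at least 10 counts in every library, the mean number of genes over 2-fold apart fell to 31.5 within and 233.25 between genotypes, as this filter removes genes of low counts.

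The list tests depended on the method. Under fry the ISWI list had an adjusted p-value of 0.0576, and the primed and lineage list and the p53 target list each reached 0.0124. With an estimated correlation the ISWI, imprinted and 2-cell-like lists all had 0.100. Leaving Smarca1 out brought the ISWI list to 0.228. Camera compares a list with the other genes, whereas fry asks whether the list itself changed, so their p-values answer different questions. Whether this accounts for the differences was not tested. Depth limits the Zscan4 and Usp17l genes, Kdm5d, Zfy1 and Tnc, whose values rest on few counts.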

Other observations

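All tests of explanations in this part were chosen only after the result they bear on had been seen. The design has 1 knockout clone, so any peculiarity of that clone coincides with the difference in genotype.

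The fall of chromosome 8 genes was the broadest change in these data. Library scaling moves all chromosomes alike, but the chromosome 8 median lay -0.42 from the lowest other autosome. Genes elsewhere matched on expression, length and GC content (96.3% of chromosome 8 genes had a GC value) did not share the shift, and the difference from them was -0.53. A loss from 2 copies to 1 in all cells would bring the median to -1, and the bootstrap 95% interval of the median ran from -0.52 to -0.49. A candidate explanation is a whole-chromosome difference in copy number, such as 3 copies in WT against 2 in the knockout. All 13 windows along the chromosome had medians nearer log2(2/3) than 0, and 0 of 254 windows elsewhere did. The interval excludes log2(2/3) itself, -0.58, so a ratio of 3 to 2 in all cells with proportional expression would overstate the shift slightly. An effect of the loss of SNF2L on genes of this chromosome, of which 93.8% were lower, cannot be told apart from a copy number difference, because only 1 clone was measured and DNA was not analysed here. If the shift is one of copy number, the falls of Smarca5 and Ctcf may have nothing to do with SNF2L, since they came to -0.13 and -0.02 once it was removed.

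Smaller shifts ran along other chromosomes. All 13 windows of chromosome 11 had medians below 0, and 19 of 20 windows of chromosome 1 had medians above 0. Matching on expression, length and GC content did not remove them, and the differences from matched genes were -0.12 for chromosome 11 and 0.10 for chromosome 1. They exceeded the range between replicates, -0.054 to 0.041. Copy number changes in part of the cells might give such shifts, but at this size they cannot be told apart from other causes without DNA.

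Loss of chromosome Y from most knockout cells is a candidate explanation for the fall of the Y-linked genes, as all 6 tested were DEGs. If the reads lost from Eif2s3y and Uty had moved to the X-linked counterparts, Eif2s3x and Kdm6a would have risen by 0.55 and 0.28 on the log2 scale, but they were at -0.069 (SE 0.094) and -0.10 (SE 0.098). For the other Y-linked genes tested the lost reads are too few for such a test, as the largest rise expected of a counterpart was 0.028, so a move of their reads stays open. A direct effect of SNF2L on all Y-linked genes was not tested separately and stays open.

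Some reads of Smarca1 remained in the knockout libraries, 68 against 1246 in WT. If WT cells or reads mixed into the knockout libraries were their whole source, Smarca1 and Eif2s3y should keep the same share. They kept 5.06% and 3.09%, and Fisher's exact test on the reads gave p = 0.00588 (two-sided), a test that compares these libraries and not the conditions. The difference rests on knockout replicate 1 (5.46% and 2.44%, p = 0.00228 in Fisher's exact test), since knockout replicate 2 alone gave 4.67% and 3.74% (p = 0.380 in Fisher's exact test). Eif2s3y had the lowest share of the 7421 genes most abundant in WT, and Uty and Ddx3y kept more than Smarca1, 5.69% and 7.71%. WT material mixed in and a residual transcript of the edited gene therefore cannot be told apart, as the comparison is decided by 1 library.

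The imprinted genes among the DEGs were more than expected of genes drawn singly at the same expression. Of 10000 random lists matched on expression, 0 had the 6 DEGs of the imprinted list, and the most in any list was 4. All of the 6 but Mest lie close together on chromosome 7, from 142575530 (H19) to 143503145 (Phlda2). Such neighbours may change together, which the random lists ignore, so the comparison does not show that imprinted genes as a class changed. Loss of a segment spanning most of a 10 Mb window was argued against by the windows that hold H19 and Mest, whose lower median was 0.015. These windows hold 86 and 58 genes, so a loss of a few genes would not show in them and stays open. Meg3, Rian, Mirg, Rtl1 and Dlk1, which share a cluster on chromosome 12 and were chosen after their values were seen, all rose, from 0.45 (Rian) to 0.84 (Rtl1). Imprint marks that differ between the knockout clone and the WT cells may account for the 6 DEGs, but this cannot be told apart from an effect of SNF2L, as only 1 clone was measured and no methylation or allelic data were used here.

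Bnip3, Pgm1 and Ndufa4l2, which were DEGs, and Tpi1, which had a smaller rise, are induced by hypoxia, which led to a list of 29 such genes. Of the 28 that ESCs expressed highly enough to be tested, 26 were higher and 15 had an adjusted p-value under 0.05, or 18 adjusted over the list alone. The median log2 fold change was 0.36 and the camera adjusted p-value 4.17e-16, against 0.0129 under fry and 0.0553 with an estimated correlation. Without the 4 genes seen beforehand, 22 of 24 were higher and 11 had an adjusted p-value under 0.05. The list includes many glycolytic genes. Matching on GC content, gene length and expression argued against a technical trend, since 0 of 10000 matched lists had a median as high. Oxygen supply or cell density of the cultures could produce this pattern in 22 of 24 genes, and so could the loss of SNF2L, and these cannot be told apart because cultures and genotypes coincide.

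The rise of Acta2 and of Col1a1 and Col3a1, chosen after their values were seen, raised the question of fibroblasts in the knockout cultures. In a list of 22 fibroblast genes, 18 were expressed highly enough in these ESCs to be tested and 14 of them were higher, with a median of 0.39 and a camera adjusted p-value of 1.66e-04 (0.0129 under fry, 0.0553 with an estimated correlation). Of the 18 genes, 5 had an adjusted p-value under 0.05, or 8 adjusted over the list alone, and 1 of the 5, Mmp2 on chromosome 8, was lower (-0.68). Without Col1a1 and Col3a1, which prompted the list, 12 of 16 were higher, with a median of 0.30, a camera p-value of 0.0191 and a fry p-value of 0.0225. Fibroblasts would bring their other abundant transcripts too. Yet the 10 list genes with under 100 mean counts in WT, apart from Col1a1 and Col3a1, rose by only 3.69 CPM in sum, against 42.5 CPM for Acta2 alone. Col1a2 rose by 0.592 CPM and Col1a1 by 8.38 CPM. Among members that ESCs also express, Sparc and Fn1 were at 0.12 and 0.21 on the log2 scale. In CPM, Sparc went from 268 to 291 and Fn1 from 851 to 984. At such WT levels a rise as large as that of Acta2 would hardly show on the log2 scale, so these values decide nothing. Vim (0.65) and Lgals1 (0.43) rose past an edgeR adjusted p-value of 0.05, which fibroblasts would also give. Judged by the genes with few counts in WT, fibroblasts are unlikely to be the whole source of the rise. This rests on leaving out Col1a1 and Col3a1, which had few counts in WT and rose, so it leans against fibroblasts. The study's methods describe growth on plates coated with gelatin and mention no feeder fibroblasts. A change within the ESCs or in another cell type stays open.

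Among the lineage genes, all 6 endoderm genes tested (Gata4, Gata6, Sox17, Sox7, Dab2 and Pdgfra, grouped after their values were seen) were higher, with a median of 0.84, while Pax6 and Nes were lower, with a median of -1.12. Pax6 and Nes were set apart as the DEGs of the list that fell. Sox1 was also lower, at -0.59, but it lies on chromosome 8. Eomes was at -0.21. Pou3f1 (0.73, edgeR adjusted p = 8.21e-04), Cdx2 (1.05, edgeR adjusted p = 0.199) and Otx2 (0.13) were higher, and Dnmt3b, Fgf5 and Mixl1 lay between 0.01 and 0.04. A smaller share of pluripotent cells in the knockout cultures would raise the lineage genes alike, and the falls of Pax6 and Nes go against this. These genes were picked for their fall and other genes of the list rose, so a smaller share stays open. More endoderm-like cells may be present, but from bulk RNA the median of 0.84 cannot be told apart from a rise within all cells.

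For the genes of 2-cell-like cells, reads moving between near-identical copies would leave the summed level of each family unchanged. The summed CPM of all Zscan4 and Usp17l copies with counts fell, with a log2 ratio of -1.18 (330 and 380 counts in WT, 164 and 171 in the knockout). Fewer 2-cell-like cells in the knockout cultures might explain why all 8 members tested were lower, but in bulk RNA this cannot be told apart from lower transcription within the same number of such cells.

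Replicate 2 differed from replicate 1 in a similar way in both genotypes. Across genes, which are not independent replicates, the difference followed gene length with a Spearman rho of -0.38 in WT and -0.45 in the knockout. The correlation of the deviations between genotypes fell from 0.196 to 0.106 once length and GC content were fitted. This is consistent with a technical difference between library preparations related to gene length, to which a rho of -0.45 bears witness, and no biological explanation was tested. The knockout effect itself had a rho of -0.13 with length and 0.165 with GC content, and the replicate difference had a rho of 0.290 (WT) and 0.112 (knockout) with GC content.

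Of the 3 splits of the 4 libraries into pairs, 1, the genotypes, gave as many as 137 DEGs. The others gave 0 DEGs each, with 552 and 29 genes at an unadjusted p-value under 0.05 in edgeR. Both of these mix the genotypes within each group, which raises the spread within groups. Their 0 DEGs therefore do not measure the false calls of the genotype comparison. With 3 splits no share under 0.05 is possible.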
